A study of Mus musculus with 9 samples.

How the data were processed

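Sequencing of mRNA was used to measure gene expression in cultured mouse primary macrophages, phagocytic cells of the innate immune system. Per the labels' protocols, the cells were grown in alpha-MEM with serum and medium conditioned by L929 cells, a fibroblast line whose medium supports macrophage growth. There were 9 samples in 3 groups of 3. The standard oxygen group was kept for 7 days in standard oxygen, the acute hypoxia group was moved from standard oxygen to 1% oxygen for 3 hours, and the chronic hypoxia group was kept for 7 days in 1% oxygen. Per the labels' protocols, libraries were prepared with the Illumina TruSeq mRNA chemistry and sequenced as paired ends of 75 bases.

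The authors deposited 3 tables of TPM per gene (a unit that gives each gene's length-corrected share of the transcripts in a library), 1 for each pair of groups, with 34866 Ensembl gene identifiers and 6 sample columns each. The aligner, the quantification tool, the genome build and the annotation are not stated in the labels or in the file headers. Each column summed to 1000000 TPM within rounding, and each of the 9 samples had identical values in the 2 tables that held it, so no scaling specific to a table had been applied to the deposited TPM. TPM keeps no record of library size. The sequencing depth is therefore unknown, no counting error could be attached to a value, and no count-based test was used. The replicate spread over 3 samples was the only measure of error. TPM is a share of the total within a library, so a change in a few abundant genes shifts the values of all others.

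Gene symbols were matched by identifier for 34582 of the 34866 genes. Gene types, transcript lengths and GC content came from GENCODE release M21 (34652 identifiers matched). This annotation may differ from that of the authors, so no coordinates are given. The tables held 21850 protein-coding genes and 12300 pseudogenes but only 19 long intergenic noncoding RNA genes, and 14427 genes were listed at 0 in all samples. Reads from near-identical genes cannot be separated with certainty in such tables. For each gene, the share of the 75-base stretches of its longest transcript that also occurred in another listed gene was therefore computed, and a share of at least 5% was treated as a source of uncertainty.

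Each comparison was fitted on the 6 samples of its 2 groups with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided) on log2(TPM + 1). Genes with a mean TPM of at least 1 over those 6 samples were tested, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. All log2 fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. Gene lists were tested with camera from limma, with an inter-gene correlation of 0.01, and p-values were adjusted by the Benjamini-Hochberg method over 15 tests (5 lists in 3 comparisons). The median log2 fold change of a list is given beside its camera p. Camera does not test that median, and the direction it returns was not kept. The lists were hypoxia markers, glycolysis, the pentose phosphate pathway, nuclear genes of oxidative phosphorylation, and efferocytosis (the uptake of dying cells). Within a list, members were also counted after adjustment over that list alone.

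The named genes followed a rule. They were the 3 highest and 3 lowest log2 fold changes per comparison among changed genes with a mean TPM of at least 10 and no overlap between the groups. A panel of 12 genes was added, together with the highest and lowest changed member of each list. The grouping, the designs, the naming rule, the gene lists and the alternatives were fixed before the data were examined, except for 3 combined alternatives, a list of NRF2 target genes and the tests said to be chosen later.

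The pairing of samples across groups could be taken from either of 2 labels. The replicate number in the title gave one pairing. The digits that samples of different groups share in their descriptions, here called the sample code, gave another, and their meaning is not stated. The 3 codes are called X, Y and Z. Code X was on replicate 1 of every group. Code Y was on replicate 2 of acute and of chronic hypoxia and on replicate 3 of standard oxygen. Code Z was on replicate 3 of acute and of chronic hypoxia and on replicate 2 of standard oxygen. The title numbers and the codes thus paired acute and chronic samples identically and differed for standard oxygen. Fits with each label as a block were made beside the fit without a block, and deviations from the group means were correlated between samples of the same number or code.

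The alternatives were a pseudocount of 0.1 or 5, no filter on low values or a mean TPM of at least 5, eBayes without the trend, median-of-ratios rescaling, quantile normalization, all 9 samples in 1 fit, both blocks, an added log2 fold change limit of 1, and leaving out each replicate in turn. After the data had been seen, the code block was combined with rescaling, with all 9 samples in 1 fit, and with a loess correction for GC content and transcript length (span 0.5). That correction also centres each sample.

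The procedure was tested on simulated TPM for 11079 genes, with noise and code effects taken from the real samples and 200 genes changed by known amounts. The fit without a block recovered 156 of the 200 (78%) with 0 false calls. The fit with the code block recovered 196 of 200 (98%), and 19 of its 225 calls were false (8.44%), the other 10 being members of the raised list described next. A list of 20 genes raised by 0.5 on the log2 scale gave a camera p of 6.84e-28 without a block, and an unchanged list of 20 genes gave 0.978. These list values do not test the inter-gene correlation that camera assumes. They therefore do not show how often a real list, whose members may vary together, would give a small p without a group effect. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.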

Results

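Gene expression was measured by RNA sequencing in mouse primary macrophages kept in standard oxygen, exposed to 1% oxygen for 3 hours (acute hypoxia) or kept in 1% oxygen for 7 days (chronic hypoxia), with 3 biological replicates per group. The study concerned the metabolic adaptation of macrophages to limited oxygen and its relation to efferocytosis, the uptake of dying cells. Expression is given in TPM as deposited by the authors. The depth of the libraries is unknown. Between 10724 and 11208 genes reached 1 TPM in a library. The 10 most abundant genes of a library held 28.1% ± 2.90 of its total in standard oxygen, 27.1% ± 3.27 in acute hypoxia and 22.1% ± 3.08 in chronic hypoxia (SD, n = 3). Transcripts of the mitochondrial genome held 5.08% ± 0.643 in standard oxygen, 4.91% ± 0.408 in acute hypoxia and 3.12% ± 0.598 in chronic hypoxia (SD, n = 3).

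Principal component analysis over 11065 genes separated the libraries by sample code before it separated them by oxygen. The first component held 36.9% of the variance and set the 3 libraries with code Z, 1 in each group, apart from the other 6. The second component held 25.4% and set the chronic hypoxia libraries apart from the others. Across the 3 groups, deviations from the group means correlated with a mean r of 0.475 between samples of the same code (across genes, which are not independent replicates). The mean r was 0.094 between samples of the same title number. Among the 36 possible pairings of the samples, the code pairing ranked 1 and the title pairing ranked 8. The exact permutation p of the code pairing was 0.0278, the smallest that 36 pairings can give.

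**Figure D1:**
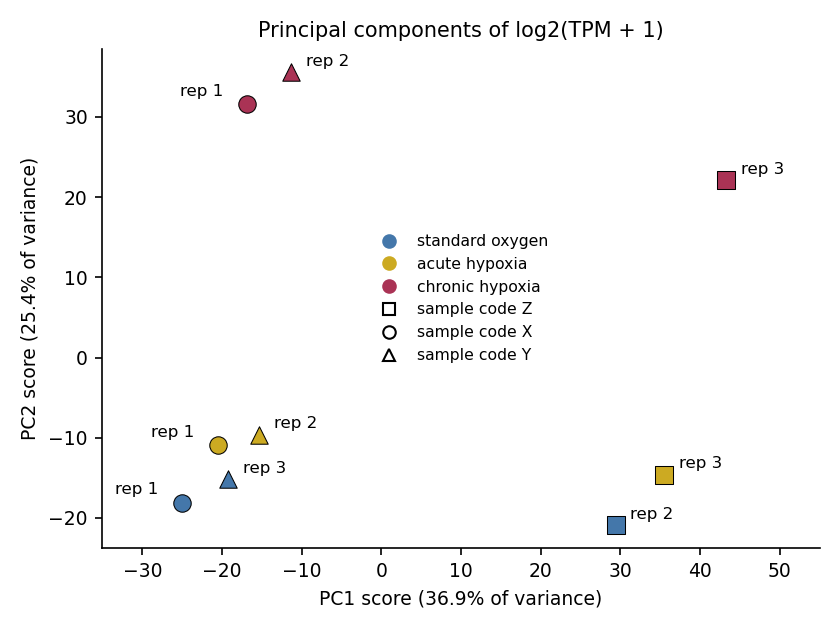
First and second principal component scores of log2(TPM + 1) for the 9 libraries, with the share of variance on each axis. Colour gives the group, the marker gives the sample code and the label gives the title replicate number. The 3 libraries with code Z lie on the right, and the 3 chronic hypoxia libraries lie at the top.

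The comparison of acute hypoxia with standard oxygen asked which transcripts respond within 3 hours of 1% oxygen. Of 10987 genes tested, 3 had a Benjamini-Hochberg adjusted p under 0.05 in limma without a block, 2 higher and 1 lower, and 785 had an unadjusted p under 0.05. With the title number as a block the count was 0, with 579 at an unadjusted p under 0.05. With the code as a block it was 78, of which 72 were higher and 6 lower. The mean correlation of deviations was -0.118 between samples of the same title number and 0.435 between samples of the same code. By absolute difference, the alternative that moved the count most was the code block with all 9 samples in 1 fit, with 205 genes. In that setting 168 genes were higher and 37 lower.

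Hilpda (ENSMUSG00000043421), a lipid droplet protein gene, rose from 82.5 ± 2.72 TPM in standard oxygen to 430 ± 77.5 TPM in acute hypoxia (SD, n = 3). Its log2 fold change was 2.35 ± 0.137 (SE), with a limma Benjamini-Hochberg adjusted p of 0.0119 without a block, 0.388 with the title number as a block and 0.00814 with the code as a block. Mxi1 (ENSMUSG00000025025) rose from 21.3 ± 0.808 to 48.3 ± 1.32 TPM (SD, n = 3), a log2 fold change of 1.15 ± 0.0848 (SE). Its limma adjusted p was 0.0244 without a block, 0.431 with the title number and 0.012 with the code. Nfkbid (ENSMUSG00000036931) went from 121 ± 10.9 to 48.4 ± 2.65 TPM (SD, n = 3), a log2 fold change of -1.30 ± 0.1 (SE). Its limma adjusted p was 0.0244 without a block, 0.431 with the title number and 0.00871 with the code. In each of these genes all 3 samples of one group lay beyond all 3 of the other, as the naming rule required.

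Among the panel genes, none passed the threshold in acute hypoxia without a block. Slc2a1, which encodes a glucose transporter, was 72.1 ± 9.17 TPM in standard oxygen and 283 ± 127 TPM in acute hypoxia (SD, n = 3). Its log2 fold change of 1.88 ± 0.291 (SE) had a limma Benjamini-Hochberg adjusted p of 0.125 without a block, 0.464 with the title number and 0.0299 with the code. Pdk1 changed by 0.79 ± 0.0827 (log2, SE), with adjusted p-values of 0.0568, 0.431 and 0.0299 in the same order. Hk2 changed by 1.33, Ldha by 0.94 and Vegfa by 1.26 on the log2 scale, with limma adjusted p-values without a block of 0.223, 0.47 and 0.511. With the code block these were 0.0482, 0.00871 and 0.132, and that of Hk2 became 0.065 when rescaling was added. In these 5 genes the acute sample exceeded the standard oxygen sample of the same code in 3 of 3 pairs. Ldha shared 5.23% of its 75-base stretches with other genes, so part of its value is uncertain. The pentose phosphate pathway genes G6pdx, Pgd, Tkt and Taldo1 changed by 0.12, 0.09, 0.06 and -0.05 (log2), less than the spread between replicates. Their limma adjusted p-values were 1 without a block and 0.509, 0.463, 0.684 and 0.743 with the code block. Within pairs of the same code Pgd was higher in 3 of 3 (0.067 to 0.127), G6pdx and Tkt in 2 of 3 and Taldo1 in 1 of 3. Mertk, a receptor for dying cells, changed by -0.29 ± 1.03 (log2, SE), and Cd36 by 0.10 ± 0.485 (SE). The SE with the code block was 0.103 for Mertk and 0.0487 for Cd36, with limma adjusted p-values of 0.324 and 0.423. Within pairs of the same code Mertk was lower in 3 of 3 (log2 -0.446 to -0.104) and Cd36 higher in 3 of 3 (0.06 to 0.172). Mertk was 2.21 to 3.37 TPM in the libraries with code Z and 21.8 to 33.3 TPM in the other 6 across all groups. Axl had a mean of 0.105 TPM in standard oxygen, 0.0526 in acute hypoxia and 0.00973 in chronic hypoxia, below the filter, and was not tested in any comparison.

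The comparison of chronic hypoxia with standard oxygen asked which transcripts differ after 7 days in 1% oxygen. Of 11067 genes tested, 298 had a Benjamini-Hochberg adjusted p under 0.05 in limma without a block. Of these, 232 were higher and 66 lower, and 147 had an absolute log2 fold change of at least 1. The count was 1 with the title number as a block and 2039 with the code as a block, and all 298 genes were among the 2039. The mean correlation of deviations was -0.133 for the same title number and 0.445 for the same code. The median log2 fold change of all tested genes was 0.16. Under median-of-ratios rescaling this median was 0.001 and the count was 227, with 111 higher and 116 lower. The share of higher calls was thus 77.9% as deposited and 48.9% after rescaling, and 172 of the 298 genes were still called. By absolute difference the code block with all 9 samples in 1 fit moved the count most, to 2916.

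**Figure D2:**
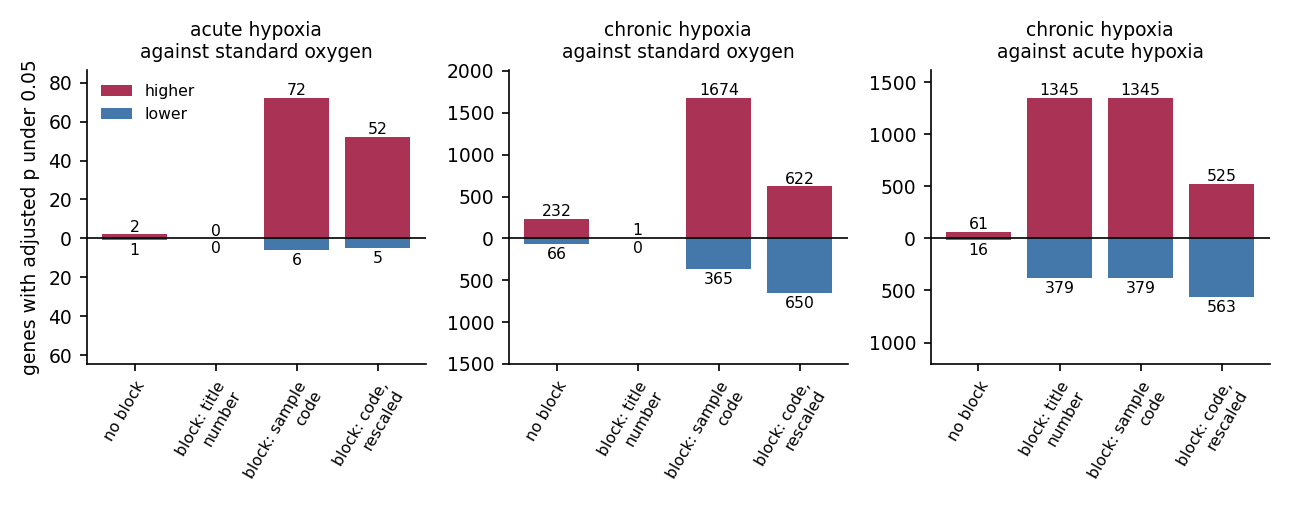
Numbers of genes with a limma adjusted p under 0.05 in each comparison, higher above the line and lower below it, for the fit without a block, with the title number as a block, with the sample code as a block, and with the code block after median-of-ratios rescaling. The vertical scales differ between panels. In chronic hypoxia against standard oxygen, 1674 genes were higher and 365 lower with the code block, and 622 were higher and 650 lower after rescaling.

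Arg1 (ENSMUSG00000019987), which encodes arginase 1, had the highest log2 fold change by the naming rule. It was 0.61 ± 0.0918 TPM in standard oxygen, 3.80 ± 0.469 in acute hypoxia and 149 ± 24.3 in chronic hypoxia (SD, n = 3). The log2 fold change of chronic hypoxia against standard oxygen was 6.53 ± 0.144 (SE). Its limma Benjamini-Hochberg adjusted p was 2.03e-05 without a block, 0.00875 with the title number and 0.000536 with the code. Egln3 (ENSMUSG00000035105), which encodes an oxygen-dependent prolyl hydroxylase, rose from 16.5 ± 12.3 to 538 ± 23.8 TPM (SD, n = 3). Its log2 fold change was 5.16 ± 0.427 (SE), with limma adjusted p-values of 0.0077 without a block, 0.0882 with the title number and 0.00704 with the code. F13a1 (ENSMUSG00000039109), which encodes a coagulation factor subunit, rose from 78.2 ± 34.6 to 1217 ± 460.1 TPM (SD, n = 3). Its log2 fold change was 3.98 ± 0.457 (SE), with limma adjusted p-values of 0.017, 0.136 and 0.000536 in the same order.

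The lowest values by the rule were those of Gm20689, Il1f9 and Wfdc17. Gm20689 (ENSMUSG00000093384) is annotated as a processed pseudogene, and 100% of its 75-base stretches occur in another gene, so its log2 fold change of -3.32 ± 0.589 (SE) is uncertain. Il1f9 (ENSMUSG00000044103) went from 29.5 ± 15.2 to 3.55 ± 1.60 TPM (SD, n = 3), a log2 fold change of -2.69 ± 0.387 (SE). Its limma Benjamini-Hochberg adjusted p was 0.0298 without a block, 0.136 with the title number and 0.00437 with the code. Wfdc17 (ENSMUSG00000069792) went from 1644 ± 304.2 to 443 ± 196 TPM (SD, n = 3), a log2 fold change of -1.98 ± 0.349 (SE), with limma adjusted p-values of 0.0443, 0.121 and 0.0238 in the same order.

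Of the panel genes, Slc2a1 (1.51), Pdk1 (1.47) and Vegfa (1.18, all log2) were higher in chronic hypoxia than in standard oxygen, with limma Benjamini-Hochberg adjusted p-values of 0.0077, 0.00482 and 0.0425 without a block. With the title number as a block these were 0.0906, 0.0882 and 0.165, and with the code as a block 0.00437, 0.00437 and 0.00689. Ldha (1.24, adjusted p 0.0508 in limma), Hk2 (0.61, 0.0934) and Taldo1 (-0.72, 0.0512) did not pass without a block and did with the code block (0.00843, 0.0134 and 0.0149). Pgd changed by -0.35 and Cd36 by -0.65 (log2), with limma adjusted p-values of 0.153 and 0.479 without a block and 0.0363 and 0.0131 with the code block. Both were lower in 3 of 3 pairs of the same code. G6pdx (-0.15), Tkt (-0.01) and Mertk (0.05, which became -0.11 after rescaling) passed in neither fit. With the code block and rescaling G6pdx was lower (-0.331, limma adjusted p 0.0413), as it was in 3 of 3 pairs of the same code.

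**Figure D3:**
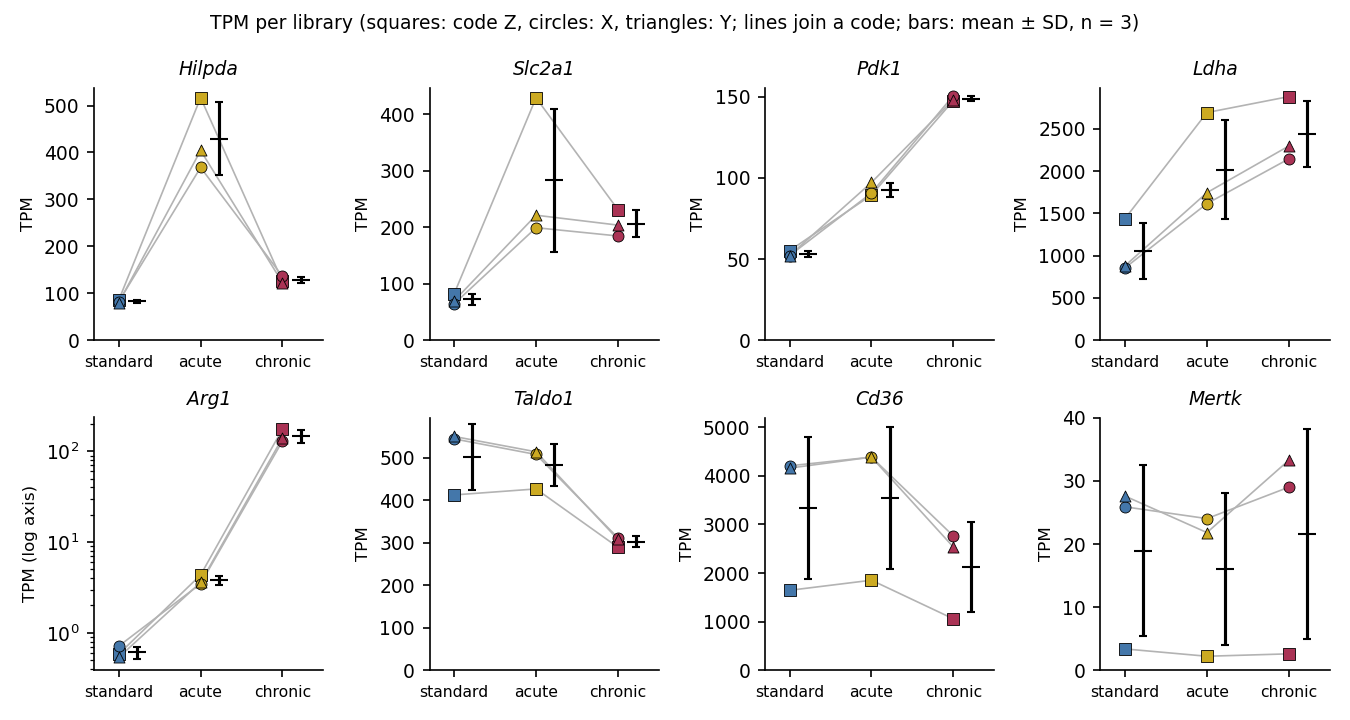
TPM of 8 panel or rule-named genes in each library, by group on the horizontal axis; the Arg1 axis is logarithmic and the others start at 0. Squares, circles and triangles are the codes Z, X and Y, grey lines join libraries of the same code, and black bars are the mean ± SD (n = 3). Hilpda was highest in acute hypoxia (430 TPM), Arg1 in chronic hypoxia (149 TPM), and Mertk differed by code more than by group.

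The comparison of chronic with acute hypoxia asked how the length of exposure to 1% oxygen affects expression. Of 11087 genes tested, 77 had a Benjamini-Hochberg adjusted p under 0.05 in limma without a block, 61 higher and 16 lower in chronic hypoxia. The title number and the code gave the same pairs here, and either block gave 1724 genes, 1345 higher and 379 lower, which included all 77. The mean correlation of deviations within those pairs was 0.536. The median log2 fold change of all tested genes was 0.14 as deposited and 0.001 after median-of-ratios rescaling. Rescaling gave 73 genes without a block, 29 higher and 44 lower, and 43 of the 77 were among them, so that the share of higher calls was 79.2% as deposited and 39.7% after rescaling.

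Arg1 was also the highest in chronic against acute hypoxia, with a log2 fold change of 4.96 ± 0.147 (SE) and a limma Benjamini-Hochberg adjusted p of 0.000142 without a block and 0.000108 with the replicate block. Serpinf1 (ENSMUSG00000000753) rose from 0.411 ± 0.168 to 23.7 ± 7.49 TPM (SD, n = 3), a log2 fold change of 4.09 ± 0.243 (SE), with limma adjusted p-values of 0.00435 and 0.00234 in the same order. F13a1 changed by 3.69 ± 0.51 (log2, SE), with 0.0483 and 0.00159. The lowest were Gsta3 (ENSMUSG00000025934), Hilpda and Gclm (ENSMUSG00000028124). Gsta3 went from 34.0 ± 9.10 to 7.92 ± 0.439 TPM (SD, n = 3), a log2 fold change of -1.94 ± 0.209 (SE), with limma adjusted p-values of 0.0289 and 0.0107. Hilpda changed by -1.73 ± 0.144 (log2, SE), to 128 ± 7.05 TPM in chronic hypoxia (SD, n = 3), with limma adjusted p-values of 0.0194 and 0.00707. Gclm went from 320 ± 31.2 to 115 ± 18.4 TPM (SD, n = 3), a log2 fold change of -1.48 ± 0.149 (SE), with limma adjusted p-values of 0.0256 and 0.004.

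Of the panel genes, Pdk1 alone passed without a block between chronic and acute hypoxia. It was 92.5 ± 4.15 TPM in acute and 149 ± 1.62 TPM in chronic hypoxia (SD, n = 3), a log2 fold change of 0.68 ± 0.0856 (SE), with limma Benjamini-Hochberg adjusted p-values of 0.0448 without a block and 0.0108 with the block. Taldo1 (-0.67), Hk2 (-0.72), Cd36 (-0.76) and Pgd (-0.44, all log2) had limma adjusted p-values of 0.0599, 0.21, 0.42 and 0.138 without a block and 0.0122, 0.0297, 0.0122 and 0.0262 with it. Slc2a1, Vegfa, Ldha, G6pdx, Tkt and Mertk passed in neither fit, but G6pdx passed with the code block and rescaling (-0.434, limma adjusted p 0.0256). Within pairs of the same code Mertk (log2 0.163 to 0.588) and Ldha (0.098 to 0.409) were higher in chronic hypoxia in 3 of 3. Slc2a1, Tkt and G6pdx were lower in 3 of 3, and Vegfa was higher in 2 of 3.

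Of the genes changed against standard oxygen without a block, 3 were shared by acute and chronic hypoxia (Hilpda, Mxi1 and Nfkbid), each in the same direction. With the title number as a block 0 were shared, because the acute comparison had 0 calls, with 579 genes at an unadjusted p under 0.05. With the code block 60 were shared, 59 in the same direction. Of the 78 acute calls of the code block, 73 had the same sign in chronic hypoxia, with a median log2 fold change of 1.15 in acute and 0.945 in chronic hypoxia. Both comparisons use the same standard oxygen samples, which by itself favours a shared sign. No count for the case of no shared response was made, so the shared genes and signs do not test such a response. The mean correlations of deviations for these blocks are those given above, 0.094 for the title number and 0.475 for the code across all 3 groups.

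Gene lists were tested as groups. The hypoxia markers were higher in acute hypoxia, with a median log2 fold change of 1.27 against 0.01 for all genes and 21 of 22 members higher. The camera Benjamini-Hochberg adjusted p was 1.36e-24 without a block, 6.82e-23 with the title number as a block and 1.34e-21 with the code as a block. Without a block 1 member passed over all genes tested and 19 passed when the adjustment covered the list alone. With the code block 11 passed over all genes, and 9 with rescaling added. In chronic hypoxia against standard oxygen the median was 1.36 against 0.16 for all genes, again with 21 of 22 higher, and the camera adjusted p was 1.18e-12, 4e-12 and 2.39e-08 in the same order. There 13 members passed over all genes and 21 over the list without a block. With the code block 20 passed over all genes, and 16 with rescaling added. The highest was Egln3 and the lowest Pfkfb3 (log2 fold change -0.96, limma adjusted p 0.0203). Between chronic and acute hypoxia the markers had a median of 0.06 against 0.14 for all genes, with a camera adjusted p of 0.451 without a block, and the median became -0.09 after rescaling. The pairing values are those given for each comparison, -0.118, -0.133 and 0.536 for the title number and 0.435, 0.445 and 0.536 for the code.

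Glycolysis genes had a median log2 fold change of 0.475 in acute hypoxia, with 14 of 16 higher, and of 0.85 in chronic hypoxia against standard oxygen, with 16 of 16 higher. The camera Benjamini-Hochberg adjusted p in acute hypoxia was 5.22e-08 without a block, 2.16e-08 with the title number as a block and 9.7e-13 with the code. In chronic hypoxia it was 1.04e-06, 1.52e-06 and 7.09e-07 in the same order. In acute hypoxia without a block 0 members passed over all genes and 4 over the list alone, with 8 at an unadjusted p under 0.05. With the code block 5 passed over all genes in acute and 14 in chronic hypoxia, all higher. With rescaling added these were 2 and 12. In chronic hypoxia without a block 3 passed over all genes and 13 over the list. The highest was Tpi1 (1.44, limma adjusted p 0.0354) and the lowest Pgam1 (0.69, limma adjusted p 0.0366), which shared 40.6% of its 75-base stretches with other genes and is uncertain. Between chronic and acute hypoxia the median was 0.30 against 0.14 for all genes, with 15 of 17 higher. The camera adjusted p was 0.0953 without a block and 0.0235 with the replicate block, in which the pairing correlation was 0.536.

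For the pentose phosphate pathway list as a group no difference from other genes was detected in any comparison. Their median log2 fold change was -0.01 in acute hypoxia, 0.07 in chronic hypoxia against standard oxygen and 0.05 between chronic and acute hypoxia. The camera Benjamini-Hochberg adjusted p was 0.937, 0.184 and 0.127 without a block and 0.887, 0.119 and 0.114 with the code block, and 0.834, 0.128 and 0.102 with the title number block. No member passed over all genes without a block (1, 4 and 7 had an unadjusted p under 0.05), and 1, 1 and 5 passed over the list alone. Over all genes 0, 4 (2 higher and 2 lower) and 4 (1 higher and 3 lower) of the 12 passed with the code block, and with rescaling added 0, 4 and 4, all of them lower. Nuclear genes of oxidative phosphorylation had medians of 0.002, -0.02 and -0.01 against 0.01, 0.16 and 0.14 for all genes. Relative to the median of all genes, the list stood at -0.18 in chronic hypoxia against standard oxygen and at -0.16 against acute hypoxia. The camera adjusted p was 0.451, 0.000869 and 0.00358 without a block, 0.559, 0.00122 and 0.00122 with the title number and 0.596, 0.000369 and 0.00122 with the code, in the order acute against standard, chronic against standard and chronic against acute. The pairing correlations were -0.118, -0.133 and 0.536 for the title number and 0.435, 0.445 and 0.536 for the code. No member of the oxidative phosphorylation list passed on its own without a block, and 0, 2 and 3 had an unadjusted p under 0.05. With the code block 0, 1 (higher) and 4 (3 higher and 1 lower) passed, and with rescaling added 0, 3 and 5 passed, all of them lower.

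Efferocytosis genes, of which 24 of 32 passed the filter, had medians of -0.02, 0.26 and 0.17 in the same order, with a camera Benjamini-Hochberg adjusted p of 0.065, 0.438 and 0.0498 without a block. With the title number as a block these were 0.0686, 0.414 and 0.434, and with the code as a block 0.209, 0.931 and 0.471. The pairing correlations were -0.118, -0.133 and 0.536 for the title number and 0.435, 0.445 and 0.536 for the code. Single members moved in both directions. In chronic hypoxia against standard oxygen 3 passed without a block, the highest being Lrp1 (0.80, limma adjusted p 0.0444, and 0.057 with the code block and rescaling) and the lowest Pros1 (-1.62, 0.034), and 7 passed over the list alone. With the code block 11 of 24 passed in this comparison, 7 higher and 4 lower. With rescaling added 9 passed, 4 higher and 5 lower. In acute hypoxia against standard oxygen 0 passed without a block and 2 with the code block, both higher. Between chronic and acute hypoxia Cd14 passed without a block (-0.88, 0.0486) and 6 passed over the list alone. With the block 15 of 24 passed there, 8 higher and 7 lower, and with rescaling added 11 passed, 4 higher and 7 lower.

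**Figure D4:**
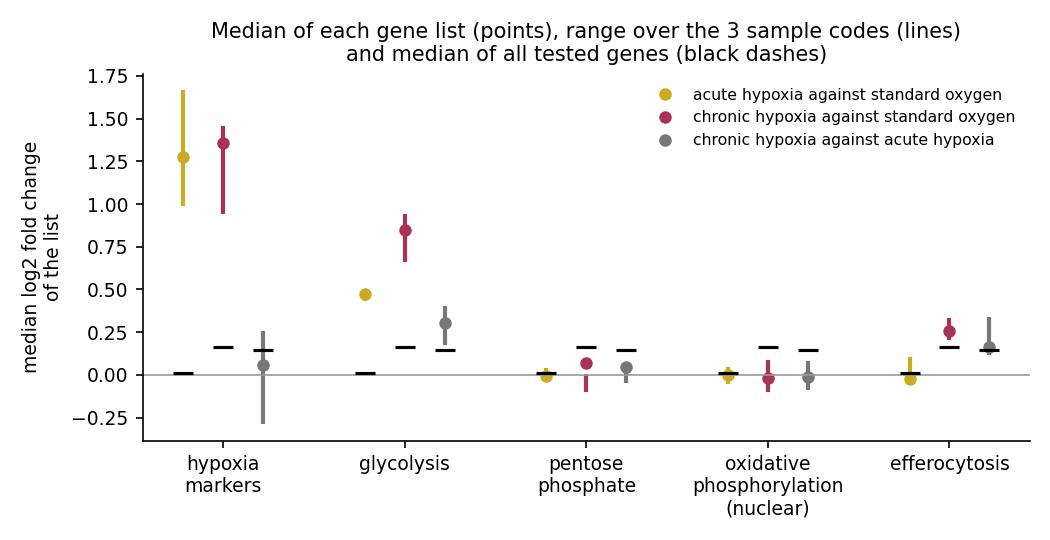
Median log2 fold change of the 5 gene lists in the 3 comparisons, with lines for the range of the medians over the 3 sample codes and black dashes for the median of all tested genes. Hypoxia markers and glycolysis genes lay above the dashes in both comparisons with standard oxygen (1.27 and 0.475 in acute, 1.36 and 0.85 in chronic hypoxia), and oxidative phosphorylation genes lay below the dashes of 0.16 and 0.14 in both comparisons of chronic hypoxia.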

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

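The tests of rescaling, of GC content and length, of the sample code, of other cell types for the number of genes, and the splits of same-code pairs (except for the number of genes with the code block) were chosen only after the result was seen. The results below were singled out because the effects of acute and chronic hypoxia, both measured against the same standard oxygen samples, differed from each other. Chronic against acute hypoxia is the direct test of that difference.

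The number of genes that differed was 77 by limma without a block at a Benjamini-Hochberg adjusted p under 0.05, and 1724 with the code block. Each code occurs once in each group, so the block leaves the fold changes as they are and the count of 1724 is no test of a batch tied to the code. Under the code block, median-of-ratios rescaling gave 1088 genes and a correction for GC content and transcript length gave 1086, and each of these fits called all 77. Without a block, rescaling gave 73 genes and called 43 of the 77. A few abundant genes and base composition therefore do not explain all of the calls, while part of the calls without a block depends on the scaling. Genes that share at least 5% of their 75-base stretches made up 13% of the 77 calls and 12.5% of all genes tested. Of 36 marker genes of neutrophils, fibroblasts and lymphocytes, 6 reached a mean TPM of 1, a count that says nothing about a change in their amount. The summed TPM of neutrophil markers was lower in chronic hypoxia in 3 of 3 pairs of the same code (409 against 1194, 366 against 1236 and 1352 against 3081). Of the 5 neutrophil markers that reached a mean TPM of 1, 3 were lower in 3 of 3 pairs (S100a8, Lcn2 and Ngp) and 2 were higher (Mmp8 and Camp). The sums rest mainly on S100a8 (mean 1288.65 TPM in acute and 371.4 in chronic hypoxia) and Lcn2 (526.9 and 272.26). Mmp8 had means of 17.55 and 62.82 TPM, and the values of Ngp (2.44 and 0.11) and Camp (0.71 and 1.82) were low. For the list of 12 macrophage markers no shift was detected (camera p 0.315 without a block and 0.39 with the code block). Their summed TPM was 62682 to 68908 in chronic and 57131 to 75338 in acute hypoxia. Of the 12, 6 were higher, and 2 were called without a block and 5 with the code block. The list p therefore does not exclude changes of single macrophage markers. A change in the share of neutrophils is neither shown nor excluded by these values, and the calls cannot be told apart from a change in the mixture of cells. Of the 10 splits of the 6 samples, the real one alone gave as many genes, and the largest other count was 1. Only 4 of these splits part all 3 pairs of samples, and 1 of those 4, the real one, gave 77 or more. Under the code block, 1 of the 4 gave 1724 or more and the largest other count was 0. The other 6 splits keep the samples of 2 pairs together, and at most 1 gene was called in them. With 4 comparable splits the share cannot fall under 0.05, so the count cannot be told apart from a fortuitous split by this test. The excess of higher calls is another matter. It was 79.2% of calls as deposited and 48.3% with the code block and rescaling. This rescaling centres the fold changes by construction, which lowers the share whatever the cause of the excess. Centring does not fix the share, since in acute hypoxia against standard oxygen 91.2% of calls were higher in the same setting. Removing the 10 most abundant genes and the mitochondrial genome (21 genes) does not centre the fold changes. It gave 57.8% higher with the code block (645 of 1116 calls, against 78% of the 1724 as deposited) and a median of 0.04 against 0.143, so the share of the total taken by these genes may explain part of the excess.

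The nuclear oxidative phosphorylation list had a median log2 fold change of -0.013 against 0.143 for all genes. Under the code block, its camera Benjamini-Hochberg adjusted p was 5.99e-08 after rescaling and 5.29e-06 after the GC and length correction, and the unadjusted p was 0.00128 for the 63 members that share few stretches with other genes. Rescaling shifts nearly all genes of a library alike, while camera sets a list against the other genes. Relative to all genes the median was -0.156 as deposited and -0.169 with the code block and rescaling. Rescaling is therefore a weak test of a list, here and below. Over all planned and added alternatives except leaving out replicates, the adjusted p did not pass the threshold in 1 setting, without a filter on low values (0.0929), and it ran from 3.04e-05 to 0.0697 when 1 replicate was left out. A list p as small as that of the real split occurred in 2 of the 4 splits that part all pairs, both without a block and with the code block. With 4 splits the share cannot fall under 0.25, so this test could not have excluded a fortuitous split, and here a split that mixes the groups gave a p as small. The values may reflect a lower level of these transcripts relative to others in chronic hypoxia, but cannot be told apart from a fortuitous split.

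The efferocytosis list had a median of 0.166 and a camera Benjamini-Hochberg adjusted p of 0.0498. The adjusted p was 0.2 after rescaling and 0.471 with the code block, it ran from 0.0395 to 0.921 over all planned and added alternatives and from 0.000408 to 0.937 when 1 replicate was left out, and 1 of the 4 splits gave a p as small (2 of 4 with the code block). The block cannot move the median, so its adjusted p does not test a batch. The adjusted p was also 0.219 without a filter on low values and 0.118 at a mean TPM of at least 5, settings that do not rescale. Relative to all genes the median was 0.023 as deposited and 0.011 with the code block and rescaling. Medians so close to that of all genes do not give the direction of the camera test. No one source of this result is singled out, and no biological explanation is offered for it.

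Among the genes named by the rule, the panel or the lists, the 8 that differed without a block were Arg1 (4.958), Serpinf1 (4.093), F13a1 (3.687) and Pdk1 (0.682), higher in chronic hypoxia, and Cd14 (-0.883), Gclm (-1.482), Hilpda (-1.726) and Gsta3 (-1.938), lower in chronic hypoxia (log2 fold changes). All 8 had a limma adjusted p under 0.05 with the code block (8 of 8), which cannot change their direction and does not test a batch. They kept both direction and adjusted p with the code block and rescaling (8 of 8), and with the code block and the GC and length correction (8 of 8). None of them (0 of 8) shares at least 5% of its 75-base stretches with another gene. The direction was the same in 3 of 3 pairs of the same code for each gene, but this is no added test. The acute and chronic values of each gene did not overlap, which the naming rule required of all but Pdk1 and Cd14. Without overlap every pair must have the same direction. Hilpda thus rose within 3 hours and was lower after 7 days, while Arg1 and Pdk1 were higher after 7 days than after 3 hours. A dependence on the length of exposure may explain these differences. A change in the mixture of cells over 7 days was not tested for single genes and remains possible, and the calls rest on few samples. Leaving out 1 replicate raised the adjusted p above 0.05 in 5 of 6 fits for Pdk1, in 4 of 6 for F13a1, Cd14, Gclm, Hilpda and Gsta3, and in 2 of 6 for Serpinf1, while Arg1 stayed under 0.05 in all 6. Without a filter on low values 7 genes were called in this comparison, all higher, so Cd14, Gclm, Hilpda and Gsta3 did not pass there.

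The lists compared by splits without a block in the other comparisons gave the following numbers of splits, of the 4 that part all same-numbered pairs, with a camera p as small as the real one. Acute hypoxia against standard oxygen gave 1 for hypoxia markers, 1 for glycolysis, 4 for the pentose phosphate pathway, 3 for oxidative phosphorylation and 3 for efferocytosis. Chronic hypoxia against standard oxygen gave 1, 1, 1, 1 and 3 in the same order, and chronic against acute hypoxia gave 4, 2, 1, 2 and 1. For the number of genes, 1 of 4 gave as many in acute hypoxia against standard oxygen (3 genes, largest other 0) and 1 of 4 in chronic hypoxia against standard oxygen (298 genes, largest other 0). The other 6 splits of each comparison part 1 same-numbered pair, and the largest count in them was 2 genes in the first and 3 in the second. Because the title numbers and the codes pair these samples differently, the 4 splits that part all same-code pairs were counted too. In them the largest other count was 1 gene in acute and 0 in chronic hypoxia against standard oxygen. The lists gave 1, 1, 3, 4 and 1 such splits in acute and 1, 1, 1, 2 and 2 in chronic hypoxia, in the order above. Under the code block it was again 1 of 4 in each (78 and 2039 genes, largest other 0).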

How the results depend on the processing

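The combined alternatives (the code block with rescaling, with all 9 samples in 1 fit, or with the GC and length correction) were chosen only after the data were seen. The cause of a change was not tested unless a value below shows it.

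The number of genes changed in acute hypoxia against standard oxygen was 3. It was 5 without the eBayes trend, 21 after median-of-ratios rescaling, 23 after quantile normalization, 25 with all 9 samples in 1 fit, 0 with the title number as a replicate block (579 at an unadjusted p under 0.05) and 78 with the code as a replicate block. The code block combined with rescaling gave 57, that with all 9 samples in 1 fit gave 205, and that with the GC and length correction gave 55. Leaving out 1 replicate gave 0 to 29 genes across 6 fits. The pairing check was -0.118 for the title number and 0.435 for the code.

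The number in chronic hypoxia against standard oxygen was 298. It was 120 without a filter on low values, 166 without the trend, 770 with all 9 samples in 1 fit, 1 with the title number as a replicate block and 2039 with the code as a replicate block. Combining the code block gave 1272 after rescaling (622 higher and 650 lower), 2916 with all 9 samples and 1297 after the GC and length correction. Requiring an absolute log2 fold change of at least 1 left 147. Leaving out 1 replicate gave 1 to 514 genes.

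In chronic against acute hypoxia the number was 77. It was 7 without a filter, 25 without the trend, 417 with all 9 samples in 1 fit and 1724 with either replicate block. Combinations with the code block gave 1088 after rescaling, 2464 with all 9 samples and 1086 after the correction. A log2 fold change of at least 1 left 46, and leaving out 1 replicate gave 1 to 302 genes. The number of genes shared by acute and chronic hypoxia was 3. It was 1 without the trend, 10 after rescaling, 12 after quantile normalization, 24 with all 9 samples, 0 with the title block, 60 with the code block, 1 with the fold change limit and 0 to 25 across 9 fits that each left out 1 replicate. The code block gave 40 after rescaling, 164 with all 9 samples and 40 after the correction. Over the 4 counts, 37 of the 56 values in settings other than leaving out a replicate changed by more than 1.5 times.

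Hypoxia markers in acute hypoxia kept their direction and adjusted p under every alternative, with medians of 1.04 to 1.356 across leave-one-out fits, and so did glycolysis (0.318 to 0.618). The same held in chronic hypoxia against standard oxygen (1.251 to 1.518 and 0.724 to 1.021). Pentose phosphate genes in acute hypoxia became 0.003 at a mean TPM of at least 5 and ranged from -0.026 to 0.089 across leave-one-out fits. Oxidative phosphorylation genes in acute hypoxia became -0.017 after rescaling (also with the code block), -0.018 after quantile normalization and -0.042 after the code block with the GC and length correction, with -0.033 to 0.054 across leave-one-out fits. Efferocytosis genes in acute hypoxia became 0.041 at a mean TPM of at least 5 (adjusted p 0.0309) and -0.049 after quantile normalization (0.0328), and the adjusted p ran from 0.0309 to 0.253 over the alternatives. Leave-one-out fits gave medians of -0.107 to 0.465 and adjusted p-values of 6.89e-06 to 0.777. Of these 6 fits 3 passed, each with a median above 0, so the sign of the median was not stable. The medians do not give the direction of the camera test. Leaving out a sample unbalances the codes between the groups, so the code may contribute to these swings. Within pairs of the same code the medians ran from -0.014 to 0.107.

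In chronic hypoxia against standard oxygen, pentose phosphate genes became -0.014 at a mean TPM of at least 5, -0.101 after rescaling (also with the code block), -0.089 after quantile normalization and -0.101 after the code block with the correction, with -0.044 to 0.126 across leave-one-out fits. Leave-one-out fits gave -0.082 to 0.042 for oxidative phosphorylation (adjusted p 2.72e-06 to 0.0697) and -0.002 to 0.399 for efferocytosis (0.0461 to 0.905). In chronic against acute hypoxia, hypoxia markers became -0.093 after rescaling (also with the code block), -0.068 after quantile normalization and -0.086 after the code block with the correction, with -0.002 to 0.318 across leave-one-out fits. Under rescaling the median of all genes itself moved from 0.143 to 0.001 in this comparison.

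Glycolysis in chronic against acute hypoxia passed the threshold (medians in parentheses) after rescaling (0.161), quantile normalization (0.285), either replicate block (0.301), the code block with rescaling (0.161), with all 9 samples (0.301) and with the correction (0.173), with 0.16 to 0.528 across leave-one-out fits. Its pentose phosphate counterpart became -0.076 at a mean TPM of at least 5, -0.102 after rescaling (also with the code block), -0.089 after quantile normalization and -0.085 after the code block with the correction, with -0.059 to 0.116 across leave-one-out fits. Oxidative phosphorylation kept its median of -0.013 without a filter but not its adjusted p (0.0929), and its median ranged from -0.099 to 0.059 across leave-one-out fits. Efferocytosis no longer had an adjusted p under 0.05 (medians again in parentheses) with a pseudocount of 5 (0.162), without a filter (0.154), at a mean TPM of at least 5 (0.255), after rescaling (0.012), after quantile normalization (0.068), with either block (0.166), and with the code block after rescaling (0.012), with all 9 samples (0.166) and after the correction (0.033), and ranged from -0.138 to 0.29 across leave-one-out fits.

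Among single genes, Mertk in chronic hypoxia against standard oxygen became -0.113 after rescaling (also with the code block), -0.120 after quantile normalization and -0.153 after the code block with the correction. Leave-one-out fits of Mertk ranged from -0.844 to 1.099 there, from -1.181 to 0.674 in acute hypoxia against standard oxygen and from -0.629 to 1.391 in chronic against acute hypoxia. Those that crossed 0 in acute hypoxia against standard oxygen were also Cd36 (-0.346 to 0.517), Tkt (-0.069 to 0.167), Taldo1 (-0.186 to 0.037), Pgd (-0.017 to 0.184) and G6pdx (-0.056 to 0.235). Those in chronic hypoxia against standard oxygen were Tkt (-0.140 to 0.091) and G6pdx (-0.335 to 0.003), and in chronic against acute hypoxia Tkt (-0.202 to 0.055) and Vegfa (-0.378 to 0.387). Of the other single-gene values, 572 were the same, 72 became stronger and 53 weaker. Across leave-one-out fits, 205 were the same, 4 stronger and 89 weaker. The unknown depth limits every result, because the counting error of low values cannot be separated from the replicate spread.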

Other observations

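The tests of donor sex, of the title order and of GC content and length for the antioxidant genes were chosen only after the result was seen.

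Libraries with code Z stood apart on the first principal component in all 3 groups. In a fit with group as a covariate, 3613 of 11065 genes differed between code Z and the mean of the other codes by limma with Benjamini-Hochberg adjustment (2716 higher and 897 lower), while codes X and Y differed in 3 genes. This fit treats the 3 libraries of a code as independent. The meaning of the codes is not stated and the libraries of a code may share 1 source, so the counts describe these libraries only. All 3 libraries stayed outside the range of the other 6 after rescaling (3 of 3) and after the GC and length correction (3 of 3). No difference in donor sex was seen by the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty, since 0 of them reached 1 TPM in one set of libraries and not in the other. The summed TPM of neutrophil markers was 3128, 3081 and 1352 in the code Z libraries of standard oxygen, acute and chronic hypoxia, against 1125 to 1181, 1194 to 1236 and 366 to 409 in the other libraries. Neutrophil and fibroblast marker sums were highest in the code Z library in 3 of 3 groups, so other cell types in the cultures may contribute and were not ruled out. Fibroblast sums were at most 3.32 TPM. The neutrophil sums of acute and chronic hypoxia rest mainly on S100a8 and Lcn2, so they say little about the other markers of that list.

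A strain or donor variant was searched for as genes under 0.1 TPM in all libraries of one set and at least 5 TPM in all of the other. The bound set beforehand was 5 or more such genes. There was 1, Galc, named after its values were seen. It was listed at 0 to 0.059 TPM in the code Z libraries and at 20.7 to 31.4 TPM in the other 6, and 0% of its 75-base stretches occur in another gene. Mertk was also lower in the code Z libraries, with a log2 difference of -2.91 and a limma Benjamini-Hochberg adjusted p of 1.1e-05. This p likewise treats the 3 code Z libraries as independent. A gene defect in the donor of the code Z cultures could produce the Galc values, but 1 gene does not decide between this and another cause, and reads across the gene would be needed. Because Mertk is an efferocytosis receptor gene, the code matters for any reading of that gene in these data.

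The numbering of the titles may not follow the cultures. Among the 36 pairings of the samples, 1 had a mean correlation of deviations as high as the code pairing, which was the code pairing itself (0.475). The next highest was 0.374. The title numbers of standard oxygen replicates 2 and 3 would have to be exchanged to match the codes.

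The median of all genes was 0.162 higher in chronic hypoxia than in standard oxygen. Without the 10 genes of highest mean TPM and the mitochondrial genome, 21 genes in all, the median was 0.032. These genes held 30.7% ± 2.77 of the total in standard oxygen, 29.2% ± 3.59 in acute hypoxia and 23.35% ± 3.05 in chronic hypoxia (SD, n = 3). A smaller share taken by a few abundant genes may therefore account for most of the shift. Ferritin heavy chain, Fth1, was among them at 70894 ± 13770 TPM in standard oxygen and 40161 ± 10960 TPM in chronic hypoxia.

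Further gene lists, written before the data were opened, were tested by camera (15 tests). In chronic hypoxia against standard oxygen, genes of the mitochondrial genome had a median log2 fold change of -0.66, with 0 of 13 higher and a Benjamini-Hochberg adjusted p of 1.22e-13. No member passed on its own without a block (0, with 11 at an unadjusted p under 0.05) and 12 passed with the code block. The unadjusted list p was 2.35e-11 with the code block and rescaling, 5.21e-11 with the GC and length correction and 3.39e-07 for the 5 members that share few stretches. All of these fits had the code block, so they are not to be set against the adjusted p without a block. With the code block, 1 of the 4 splits that part all pairs gave a p as small. Cell cycle genes had a median of 1.08, with 31 of 32 higher and an adjusted p of 7.14e-07. No member passed on its own without a block (0, with 24 at an unadjusted p under 0.05) and 27 passed with the code block. The unadjusted list p was 1.08e-17, 2.39e-18 and 7.57e-14 in the same order, and 1 of 4 splits gave a p as small. In acute hypoxia against standard oxygen the cell cycle list had a median of 0.18, with 26 of 32 higher. Its camera adjusted p was 0.285 without a block and 0.00111 with the code block, and 0 members were called in either fit. For chronic against acute hypoxia the median was 0.875. More proliferating cells may account for part of the cell cycle result, but cell division was not measured. Whether any of it is present after 3 hours depends on the block and stays open. With 4 splits the share cannot fall under 0.25, so this test could not have told either list apart from a fortuitous split.

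Interferon-stimulated genes had a median of -0.99 in chronic hypoxia against standard oxygen, with 0 of 21 higher and a camera Benjamini-Hochberg adjusted p of 6.52e-10. With the code block the unadjusted list p was 6.7e-05 after rescaling, 5.43e-05 with the GC and length correction and 1.49e-07 for the 18 unshared members. However, 3 of the 4 splits that part all same-code pairs gave a p as small, the medians per code ran from -2.81 to -0.065, and no gene of the list was called (0, with 5 at an unadjusted p under 0.05 without a block). The list p therefore does not set the real grouping apart from splits that mix the groups. In acute hypoxia against standard oxygen the median was -0.23 for interferon-stimulated genes (adjusted p 0.243 without a block and 0.0253 with the code block) and -0.105 for the mitochondrial genome (0.243 and 0.222). For chronic against acute hypoxia the medians were -0.931 and -0.558. For interferon-stimulated genes the camera adjusted p there was 9.45e-12 without a block and 1.5e-09 with the code block. Their medians per code ran from -1.977 to -0.332, and 0 of them were called without a block and 3 with the code block. Splits of the samples are not given for that comparison, so a fortuitous split is not excluded. No difference was detected for cholesterol biosynthesis genes in chronic hypoxia against standard oxygen (camera p 0.846).

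Antioxidant genes such as Gclm and Gsta3 were lower in chronic hypoxia, which led to the hypothesis that target genes of the transcription factor NRF2 are lower there. A list of 18 NRF2 target genes was then written without the genes already seen to be lower, and 17 were tested. Without rescaling or a block, 14 of 17 were lower in chronic hypoxia against standard oxygen (median -0.181 against 0.162 for all genes, 2 called) and 13 of 17 in chronic against acute hypoxia (median -0.349 against 0.143, 0 called). With the code block and rescaling, 16 of 17 were lower in chronic hypoxia against standard oxygen (median -0.36, list p 5.39e-08, 7 called, all lower) and 15 of 17 in chronic against acute hypoxia (median -0.505, list p 6e-08). In acute hypoxia against standard oxygen the list p was 0.957. The GC and length correction gave 1.57e-07 and 1.2e-07, and the 14 members that share few stretches gave 2.24e-08 and 9.76e-09, in the comparisons with standard oxygen and with acute hypoxia. In each comparison 1 of 4 splits, the real one, gave a p as small, which is the fewest that 4 splits allow, so the test could not have told the list apart from a fortuitous split. Within that limit, lower NRF2 target expression after long exposure is consistent with these values and remains a hypothesis.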
